A study of Mus musculus with 6 samples.

How the data were processed

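Gene expression was measured in 6 libraries, 2 of the mouse glioma line GL261 and 4 of GL261-GSCs, the cultures labelled glioblastoma stem cells. Per the labels' protocols, cells and neurospheres were dissociated with Accutase, treated with a lysis buffer holding a non-ionic detergent, captured as cells or nuclei in droplets on a 10x Genomics instrument, and made into 5' gene expression libraries. The labels leave open whether cells or nuclei were loaded. Groups and replicate numbers were taken from the sample titles.

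The values deposited by the authors are raw UMI counts per gene and barcode, written by Cell Ranger 4 per the file headers, with no filtering of barcodes. The aligner settings, genome build and annotation release are not given in the sources used here. All libraries list the same genes and the same barcodes. Of the gene identifiers, 53229 (97.8%) matched the mouse GENCODE M21 annotation with their version and 54409 (99.9%) without it. Coordinates were taken from that annotation (GRCm38) by identifier without version. Of the identifiers, 94 repeated a symbol given to another, and the identifier with the most UMIs was used, so that values of such symbols, among them Aldoa in the hypoxia list, are uncertain. All 244 symbols of the gene lists were found, 3 of them under an older symbol (Chil1, Cyr61, Ctgf).

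Barcodes were called cells when they held at least 10% of the 99th percentile UMI count of the 3000 largest barcodes of their library, at least 500 genes and under 10% mitochondrial UMIs. The resulting UMI minimum lay between 2060 and 3274, and the mitochondrial limit removed 30 to 191 barcodes per library. Cells were not treated as replicates. UMIs were summed over the called cells of each library, giving 33320530 to 79472306 UMIs, and these sums were compared across libraries. Free RNA was estimated from barcodes with at least 100 and under 1000 UMIs, whose median was 472 to 679 UMIs. Scrublet, run to find doublets, marked 0 to 2 cells per library, so that doublets were in effect not removed.

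The main test was the edgeR 4.0.16 quasi-likelihood test (glmQLFit and glmQLFTest) in R 4.3.3 with TMM normalization, filterByExpr and Benjamini-Hochberg adjustment, 2-sided, with no block. The common dispersion was 0.0969. Gene lists were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, with fry and an estimated correlation beside it. The 10 lists were stem, differentiation, mesenchymal, G1/S, G2/M, cholesterol, antigen presentation, interferon, hypoxia and serum response. Log2 fold changes are GL261-GSCs over GL261. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic of the test. It is not a direct estimate of error, and can look too precise for a gene with few UMIs in a group. CPM values used TMM-scaled library sizes. No fitted fold change is given for a gene with 0 to 3 UMIs in a group: a gene at 0 has a bound against 3 UMIs over the group, and a gene at 1 to 3 a ratio with a 95% counting interval. Single values were compared with exact permutation tests over the 15 splits of the libraries, 2-sided, in scipy 1.17.1. Shares of cells with a UMI have exact binomial (Clopper-Pearson) intervals at 95%, and a share of 0 has as its limit the share that 3 cells would make. For these shares and for neighbours, each cell was thinned to 2000 UMIs without replacement. Neighbours were found among 4264 cells per library from 30 principal components of 2000 variable genes in scanpy 1.11.5, and Leiden clustering at resolution 0.5 gave 8 clusters. None of the 27 cell type markers fixed in advance was among the 10 leading genes of a cluster, and the clusters were left unnamed.

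The groups, tests, gene lists, all alternatives but one and the rule for named genes were set before the data were examined. The rule took the 8 largest rises and the 8 largest falls among genes with an adjusted p under 0.05, an average log2 CPM of at least 5 and no overlap between the libraries of the groups, leaving unnamed the symbols of predicted and mitochondrial genes. It added Sox2, Nes, Olig2, Prom1, Cd44, Gfap, Vim, Mki67, Xist and Ddx3y, and the gene with the smallest p in each list.

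The tests were tested on simulated data for this comparison, with 18439 genes drawn at the means and library sizes of the real libraries and 200 genes changed by 2 on the log2 scale. The cholesterol list was also shifted, by 1.5, and calls of its genes count among all calls but neither among the 200 nor as false. The edgeR test recovered 118 of the 200 genes, all with the right sign, with 10 false calls among 142. limma-voom recovered 124 with 12 false calls among 150, and DESeq2 1.42.0 recovered 159 with 79 false calls among 258. In 90 tests of unshifted lists, camera made 1 call and fry 0. The simulated genes varied independently, so this cannot show the error rate for lists of genes regulated together. Alternatives covered DESeq2 size factors, library size scaling, no filter on low counts, DESeq2, limma-voom, other cell calls and mitochondrial limits, removal of doublets and of the largest cells, thinning to equal cells, removal of mitochondrial and ribosomal protein genes, each library left out, a block on the replicate number, and subtraction of free RNA, which was added after the data were seen.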

Results

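The data comprised 6 droplet-based 5' single-cell RNA-seq libraries of mouse glioma cells. GL261 is an established mouse glioma line, represented by 2 libraries of cells kept in a differentiation medium that contains serum. GL261-GSCs are the cultures labelled glioblastoma stem cells, kept in a defined stem cell medium and represented by 4 libraries. Each library was deposited as an unfiltered matrix of UMI counts per gene and barcode. Total UMIs per library ranged from 80899005 in GL261-GSCs replicate 4 to 121309232 in GL261-GSCs replicate 3. The comparison addressed how the cultures labelled stem cells differ from the line grown with serum.

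Called cells numbered 4808 and 5002 in GL261 replicates 1 and 2. The 4 GL261-GSCs libraries held 4264, 5870, 7275 and 4512 called cells in replicates 1 to 4. The mean number of cells was 5480 ± 1389 (SD, n = 4) in GL261-GSCs and 4905 ± 137 (SD, n = 2) in GL261. That difference was within the spread between replicates, with an exact permutation p of 0.80 (2-sided). With 15 splits of the libraries the smallest p the exact test can give is 0.133, so no single-value comparison between the groups could pass 0.05. Accepting every barcode with at least 1000 UMIs moved this difference most among the cell calling alternatives, to 2157 cells. Without GL261-GSCs replicate 3 it was -23 cells. Median UMIs per cell were 15478 and 13652 in GL261, and 15375, 11890, 10638 and 6670 in GL261-GSCs replicates 1 to 4. The group means of these medians were 11143 ± 3593 (SD, n = 4) and 14565 ± 1291 (SD, n = 2), with overlapping libraries and an exact permutation p of 0.267. Median genes per cell averaged 3817 ± 732 (SD, n = 4) in GL261-GSCs and 4383 ± 217 (SD, n = 2) in GL261 (exact permutation p = 0.40). The median mitochondrial share was 1.19% ± 0.139 (SD, n = 4) in GL261-GSCs and 0.977% ± 0.0337 (SD, n = 2) in GL261. All 4 GL261-GSCs libraries lay above both GL261 libraries in that share, and the exact permutation p was 0.133. After Benjamini-Hochberg adjustment over the 7 library measures compared, the lowest p was 0.70. The cells of each library held between 41.2% and 65.7% of its UMIs, with the lowest share in GL261-GSCs replicate 4.

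**Figure D1:**
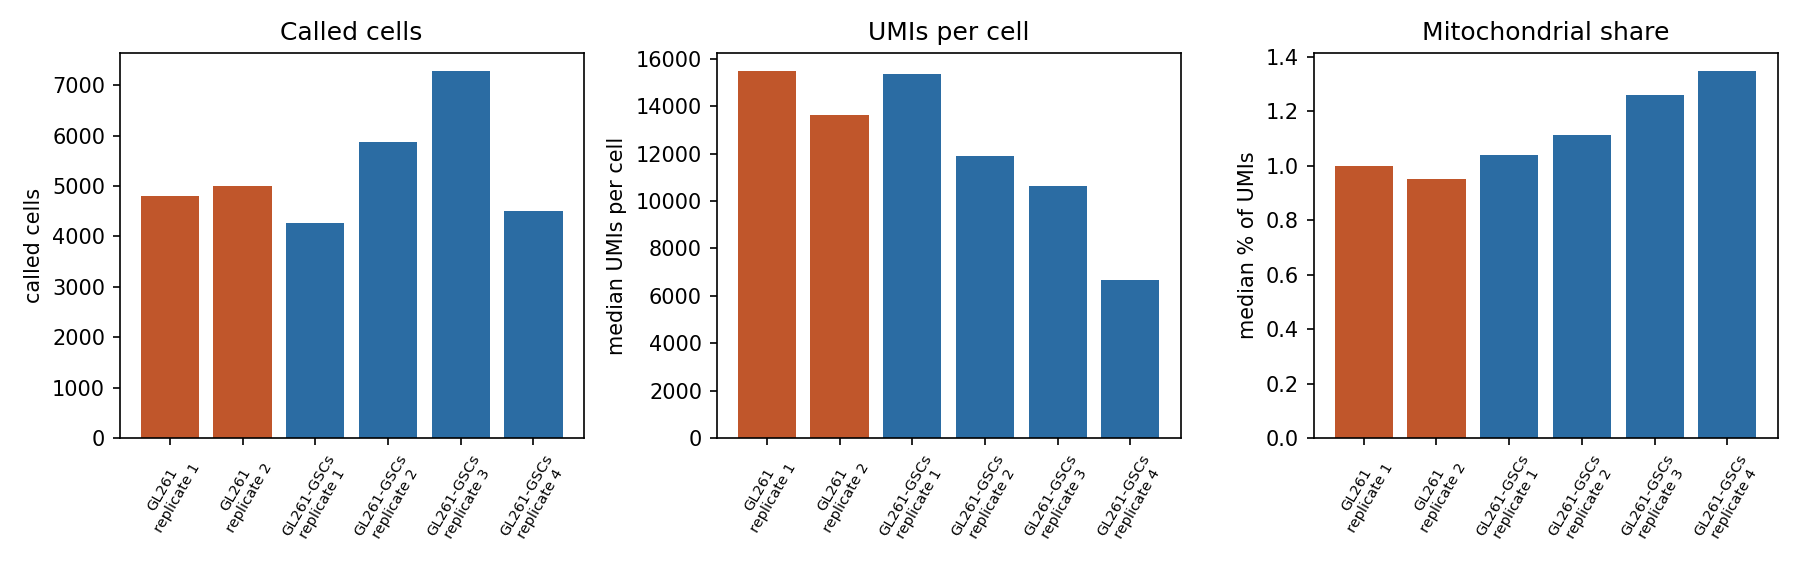
Called cells (left), median UMIs per called cell (middle) and median mitochondrial percentage of UMIs per called cell (right), with one bar per library, GL261 in orange and GL261-GSCs in blue. Median UMIs ranged from 6670 to 15478, and the mitochondrial share from 0.953% to 1.35%.

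The replicates were separate libraries. The 2 GL261 libraries shared 33 called barcodes where chance gives 32.6, and the pairs of GL261-GSCs libraries shared 32 to 59. The chi-square statistic per degree of freedom of the summed counts was 21.5 between the GL261 libraries, where sampling noise alone gives about 1. Between GL261-GSCs libraries it was 44.8 for replicates 3 and 4, 70.1 for replicates 1 and 2, and from 147 to 216 for the other pairs. Pairs of libraries from different groups gave 460 to 620. These values show that no library repeats another, but not that the cultures were independent. GL261-GSCs replicates 1 and 2, and likewise 3 and 4, were closer to each other than to the rest. If libraries share a culture, every test here counts more replicates than there were.

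Among cells thinned to 2000 UMIs, with 4264 cells from each library, 99.9% of the 30 nearest neighbours of a cell came from its own group, on average over libraries. Random neighbours would give 33.3% for GL261 and 66.7% for GL261-GSCs. In 5 of 25584 cells most neighbours came from the other group. The share of neighbours from the same library was 58.1% and 62.4% in GL261, and 85.3%, 79.6% and 61.5% in GL261-GSCs replicates 1 to 3, with replicate 4 at 59.995%, where chance gives 16.7%. With 10 principal components it was 67.5% and 61.2% in GL261-GSCs replicates 1 and 2. Cells of GL261-GSCs replicate 1 had 13.7% of their neighbours in replicate 2, 0.586% in replicate 3 and 0.311% in replicate 4, while those of replicate 3 had 33.5% in replicate 4 and those of replicate 4 had 38.0% in replicate 3. How the replicates relate to each other is not given in the sources used here. These shares are values with no test. The mean same-group share moved most with 10 principal components, to 99.96%.

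Across 18439 genes tested on UMI counts summed per library, 5514 differed between GL261-GSCs and GL261 at an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 2920 were higher and 2594 lower in GL261-GSCs. With scaling by library size alone, 5525 genes were called, of which 3491 were higher and 2034 lower. That scaling moved the median log2 fold change of all genes from 0.04 to 0.18, and the balance of rises and falls changed with it. Falls outnumbered rises under limma-voom, with 2666 higher and 2778 lower, and without a GL261 library, with 977 higher and 995 lower without replicate 1 and 843 higher and 974 lower without replicate 2. The count fell most when a GL261 library was left out, to 1972 without GL261 replicate 1 and 1817 without GL261 replicate 2, where the remaining GL261 library was assumed to vary like the GL261-GSCs libraries. Of the genes called, 3876 changed at least 2-fold, 2219 upward and 1657 downward. A test against a 2-fold change (glmTreat in edgeR) called 1988 genes, 1094 higher and 894 lower.

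The 8 largest rises among abundant genes that separated the groups were in Cntn1, Kit, Aff2, Nts, Mlip, Pcdh15, Ptprz1 and Tmeff2. Cntn1 (ENSMUSG00000055022.14), on chromosome 15 from 92051165 to 92341967, had 0 UMIs in the GL261 cells and 225 ± 145 CPM (SD, n = 4) in GL261-GSCs. Against a floor of 3 UMIs over both GL261 libraries it was at least 9595-fold higher, with an adjusted p of 0.00179 (edgeR). Kit (ENSMUSG00000005672.12, chromosome 5, 75574916 to 75656722) also had 0 UMIs in GL261 and was at least 3368-fold higher, at 79.0 ± 32.2 CPM (SD, n = 4). Aff2 (ENSMUSG00000031189.12, chromosome X, 69360294 to 69868037) had 0 UMIs in GL261 and was at least 2183-fold higher. Nts, Mlip and Pcdh15 each had 2 UMIs in GL261. Their ratios were 17430 for Nts (95% counting interval 4825 to 143924), 5800 for Mlip (1605 to 47895) and 4767 for Pcdh15 (1319 to 39361). The Mlip UMIs in GL261 were all in replicate 1, at 0.0296 CPM, so the size of that rise rests on that library. Pcdh15 ranged from 6.03 CPM in GL261-GSCs replicate 2 to 168 CPM in replicate 4, and its adjusted p rose from 0.0103 to 0.0890 without GL261 replicate 1, to 0.0919 without GL261 replicate 2 and to 0.158 under limma-voom. Over its alternatives that kept all libraries the adjusted p ranged from 6.23e-12 to 0.158. Ptprz1 rose by 11.77 on the log2 scale (SE 0.96) and Tmeff2 by 11.75 (SE 0.30), from 10 and 6 UMIs in GL261. Of the Ptprz1 UMIs in GL261 most were in replicate 1, at 0.133 CPM against 0.0166 CPM in replicate 2. The fitted Ptprz1 change was 10.99 without replicate 2. Without replicate 1, where 1 UMI remained in GL261, the ratio was 15663 (95% counting interval 2811 to 618648), so the size of the change rests on few UMIs. Coordinates are those of the mouse GENCODE M21 annotation on GRCm38, looked up by gene identifier, since the matrices name no build.

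The 8 largest falls were in Ly6a, Klk8, P4ha3, Ly6c1, Ntm, Tagln, Acta2 and Nrp1. Ly6a (ENSMUSG00000075602.10, chromosome 15, 74994877 to 74998031) stood at 584 ± 114 CPM (SD, n = 2) in GL261 and had 2 UMIs over the GL261-GSCs libraries, a ratio of 73762 (95% counting interval 20419 to 609084) with an adjusted p of 1.68e-05 (edgeR). Klk8 (ENSMUSG00000064023.4, chromosome 7, 43797577 to 43803826) stood at 745 ± 87.3 CPM (SD, n = 2) in GL261 and had 3 UMIs in GL261-GSCs, a ratio of 62934 (21534 to 305179). These UMIs were all in GL261-GSCs replicate 1, at 0.0455 CPM, so the size of the fall rests on that library. P4ha3 had 2 UMIs in GL261-GSCs, a ratio of 17505 (4845 to 144554). They were all in GL261-GSCs replicate 2, at 0.0276 CPM, and the size of this fall rests on that library. Ly6c1 had 5 UMIs in GL261-GSCs, all in replicate 1, at 0.0758 CPM. Reads shared between Ly6a and Ly6c1, which are members of one gene family, were not analysed here. The log2 fold changes of Ntm, Tagln, Acta2 and Nrp1 were -10.34, -9.38, -9.24 and -9.21, with SEs of 0.60, 0.63, 0.67 and 0.26. Over the libraries left out they ranged from -11.22 to -10.07, -10.58 to -9.01, -10.19 to -8.92 and -9.29 to -9.03.

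Markers used for stem and differentiated glioma cells moved in both directions. Olig2 (ENSMUSG00000039830.9, chromosome 16, 91225457 to 91228677) rose from 0.467 ± 0.638 CPM (SD, n = 2) to 557 ± 185 CPM (SD, n = 4), a log2 fold change of 10.18 (SE 1.17, adjusted p = 0.00132, edgeR). Of the 63 Olig2 UMIs in GL261, nearly all were in replicate 1, at 0.918 CPM against 0.0166 CPM in replicate 2. The size of the fold rests on them, as the fitted change was 9.24 without replicate 2, while without replicate 1, where 1 UMI remained in GL261, the ratio was 33694 (95% counting interval 6047 to 1330830). Sox2 (ENSMUSG00000074637.7, chromosome 3, 34650405 to 34652461) rose by 0.87 on the log2 scale (SE 0.24, adjusted p = 0.0334, edgeR), from 67.1 ± 0.517 CPM (SD, n = 2) to 123 ± 27.9 CPM (SD, n = 4). GL261-GSCs replicate 1 lay at 81.7 CPM of Sox2 against 131 to 141 CPM in the other 3, and the 416 chromosome 3 genes measured had a median log2 ratio of -0.39 in that library against the mean of the other 3. The Sox2 call was lost, with its direction kept, without either GL261 library and without GL261-GSCs replicate 2, 3 or 4, at adjusted p from 0.0511 to 0.188 (edgeR), and with the replicate number as a block, at 0.0548. Over the alternatives with all libraries its adjusted p ranged from 0.00438 to 0.0548. Nes (ENSMUSG00000004891.16, chromosome 3, 87971078 to 87980451) fell by 1.52 on the log2 scale (SE 0.25, adjusted p = 0.00523, edgeR), and was not called without GL261 replicate 2, at 0.0520, while the alternatives with all libraries gave 7.20e-07 to 0.00694. Cd44 fell by 1.19 (SE 0.17), from 141 to 61.5 CPM. Vim fell by 1.66 (SE 0.14), from 14634 ± 822 CPM (SD, n = 2) to 4632 ± 301 CPM (SD, n = 4). Gfap was low in GL261, at 1.29 CPM, and had 3 UMIs in GL261-GSCs, 110-fold lower with a counting interval of 36.8 to 537. Mki67 fell by 0.32 (SE 0.19), which did not pass the threshold (adjusted p = 0.234, edgeR) except with the replicate number as a block, at 0.0282 in a range of 0.0282 to 0.499. Prom1 had 3 UMIs in GL261 and 8 in GL261-GSCs and was too low to test.

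The share of cells with at least 1 UMI of a marker was compared after thinning each cell to 2000 UMIs, which left out no called cell. Olig2 was seen in 8 of 4808 GL261 replicate 1 cells, a share of 0.166% (95% exact binomial interval 0.0719 to 0.328). It was seen in 0 of 5002 GL261 replicate 2 cells, which allows a share of up to 0.0600%. In GL261-GSCs replicates 1 to 4 it was seen in 52.7%, 53.5%, 75.6% and 68.9% of cells, where free RNA in the droplets, taken from barcodes with at least 100 and under 1000 UMIs, would give 3.52%, 3.06%, 8.62% and 12.2%. Without thinning the shares were 94.2%, 92.9%, 96.7% and 89.6%, where free RNA would give 24.1%, 16.9%, 38.1% and 35.1%. The mean at 2000 UMIs was 62.7% ± 11.4 (SD, n = 4) against 0.0832% ± 0.118 (SD, n = 2), and the exact permutation p was 0.133. Leaving cells unthinned moved the Olig2 difference most, from 62.6 to 92.7 percentage points. Sox2 was seen in 20.99% ± 4.40 (SD, n = 4) of GL261-GSCs cells and 10.9% ± 0.578 (SD, n = 2) of GL261 cells. Nes was seen in 53.8% ± 8.23 (SD, n = 4) and 80.4% ± 3.27 (SD, n = 2), and Cd44 in 12.8% ± 1.53 (SD, n = 4) and 23.1% ± 1.01 (SD, n = 2). Unthinned, the Nes difference was -6.44 percentage points in place of -26.6, with 77.2% to 97.4% of the cells of each library holding a UMI. Vim was seen in at least 98.8% of cells in every library, where free RNA alone would give 26.9% to 51.6%. Gfap was seen in 11 and 12 GL261 cells and in 1 GL261-GSCs cell. Prom1 was seen in 1 cell of each group, so no difference was detectable at this depth, and its sign changed under several alternatives, to 0.00891 percentage points unthinned from -0.00413. Mki67 was seen in 33.3% ± 2.71 (SD, n = 4) of GL261-GSCs cells and 36.9% ± 3.28 (SD, n = 2) of GL261 cells, within the spread between replicates (exact permutation p = 0.267). For Sox2, Nes, Olig2, Cd44, Gfap and Vim the libraries of the groups did not overlap, each with the smallest p the exact permutation test allows, and 0.178 after adjustment over the 8 markers. Intervals and floors cover counting error only.

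**Figure D2:**
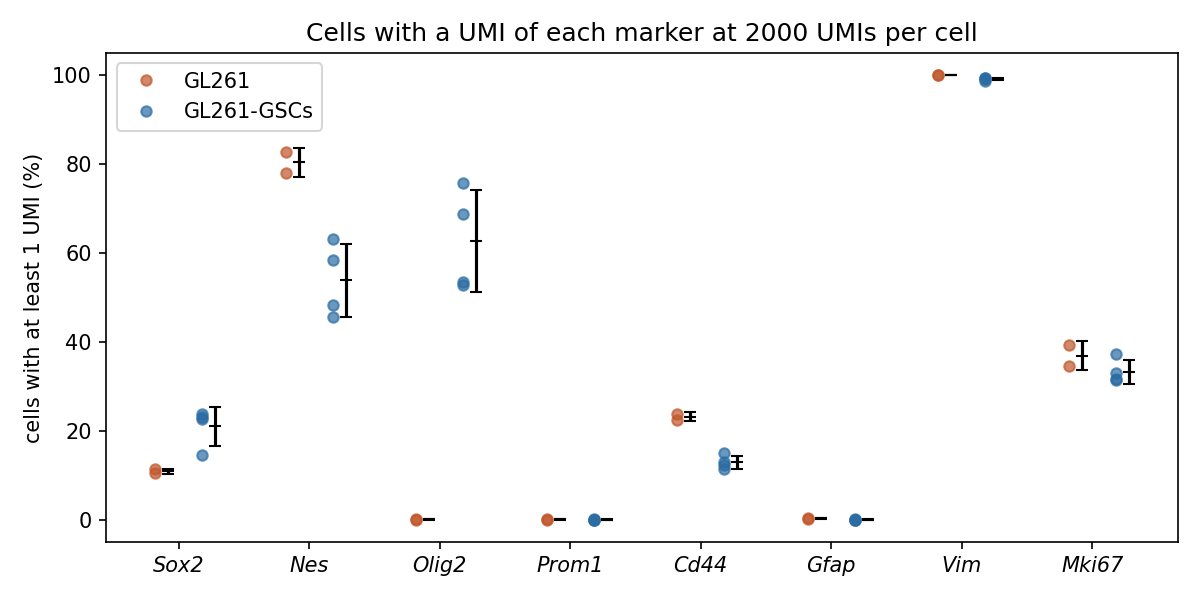
Percentage of called cells with at least 1 UMI of each marker after thinning to 2000 UMIs per cell, with one point per library, GL261 in orange and GL261-GSCs in blue; the black bars are the group mean and SD. Olig2 lies between 52.7% and 75.6% in the 4 GL261-GSCs libraries and at or under 0.166% in both GL261 libraries.

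Of 21 genes fixed as a stem list, 16 were abundant enough to test. Adjusted over all genes tested, 11 were called, 6 higher and 5 lower in GL261-GSCs, and adjusted over the list alone the count was also 11 (edgeR). The median log2 fold change of the list was 0.13 and its mean 1.21. The list did not pass camera with a preset inter-gene correlation of 0.01 (adjusted p = 0.210), while fry called it (adjusted p = 0.0201). Without GL261 replicate 2, 7 of its genes were called. The smallest p in the list was that of Fabp7 (ENSMUSG00000019874.11, chromosome 10, 57784881 to 57788450), which rose by 9.87 on the log2 scale (SE 0.35) from 9 UMIs in GL261. Of 17 genes fixed as a differentiation list, 13 were tested and 10 called, 7 higher and 3 lower, both over all genes and adjusted over the list alone. Among them are Pdgfra, called higher, and Cspg4, tested but not called, which are also in the list of oligodendrocyte precursor genes used below. The differentiation list had a median log2 fold change of 0.74, with camera giving an adjusted p of 0.0274. That call was lost under an estimated inter-gene correlation (0.438), under limma-voom (0.186), with the replicate number as a block (0.0895), under library size scaling (0.0575), with all barcodes (0.0509) and without GL261-GSCs replicate 3 (0.0774). The adjusted p ranged from 0.00136 to 0.438 over the alternatives with all libraries. Aldh1l1, with the smallest p of this list, had 2 UMIs in GL261-GSCs and was 869-fold lower (95% counting interval 240 to 7184).

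Of the other 8 lists, 3 passed camera. The mesenchymal list was lower in GL261-GSCs, with a median log2 fold change of -3.54, 13 of 18 genes lower and an adjusted p of 8.02e-20. The serum response list was lower, with a median of -3.07, 17 of 19 genes lower and an adjusted p of 2.30e-14. Of its called genes, 15 were lower and 2 higher, Fos by 1.79 and Actg2 by 6.74 on the log2 scale. Egr1 was not called, at -0.27. The name of this list does not show that serum caused the fall. The media differ as a whole, and growth as neurospheres was not separated from them. The cholesterol synthesis list was higher, with a median of 2.19, all 22 genes higher and an adjusted p of 1.67e-17. Under fry these 3 lists, the differentiation list and the stem list were called. Under an estimated inter-gene correlation the mesenchymal and serum response lists held, at adjusted p of 0.00534 for both, and the cholesterol list did not, at 0.198. Called genes numbered 15, 17 and 21 in the mesenchymal, serum response and cholesterol lists, and 17, 17 and 21 adjusted over the list alone. The genes with the smallest p were S100a11, which fell by 5.24 on the log2 scale (SE 0.18), Cyr61, which fell by 6.52 (SE 0.22), and Idi1, which rose by 2.17 (SE 0.16). The interferon list had a median of -1.59 and the hypoxia list one of 0.88, each with an adjusted camera p of 0.0909. Over the alternatives with all libraries their adjusted p ranged from 0.0206 to 0.880 and from 0.00722 to 0.880, and both passed with no filter on low counts and under limma-voom. The antigen presentation list, with a median of -0.21, did not pass, at an adjusted p of 0.456 (camera in limma), and its median was 0.10 without GL261 replicate 1. Called genes numbered 4, 4 and 3 in the interferon, hypoxia and antigen presentation lists, and 4, 3 and 3 adjusted over the list alone. Their genes with the smallest p were Ifit3, which fell by 4.36 (SE 0.90), Egln3, which rose by 3.51 (SE 0.78), and Nlrc5, which fell by 2.29 (SE 0.57). Calls of Egln3 and Nlrc5 were lost without either GL261 library, that of Ifit3 without GL261 replicate 1, and that of Nlrc5 also without GL261-GSCs replicate 3, at adjusted p from 0.0526 to 0.209 (edgeR). Nlrc5 was also not called after thinning, at 0.0784, the highest of its alternatives with all libraries, which started at 0.00143.

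**Figure D3:**
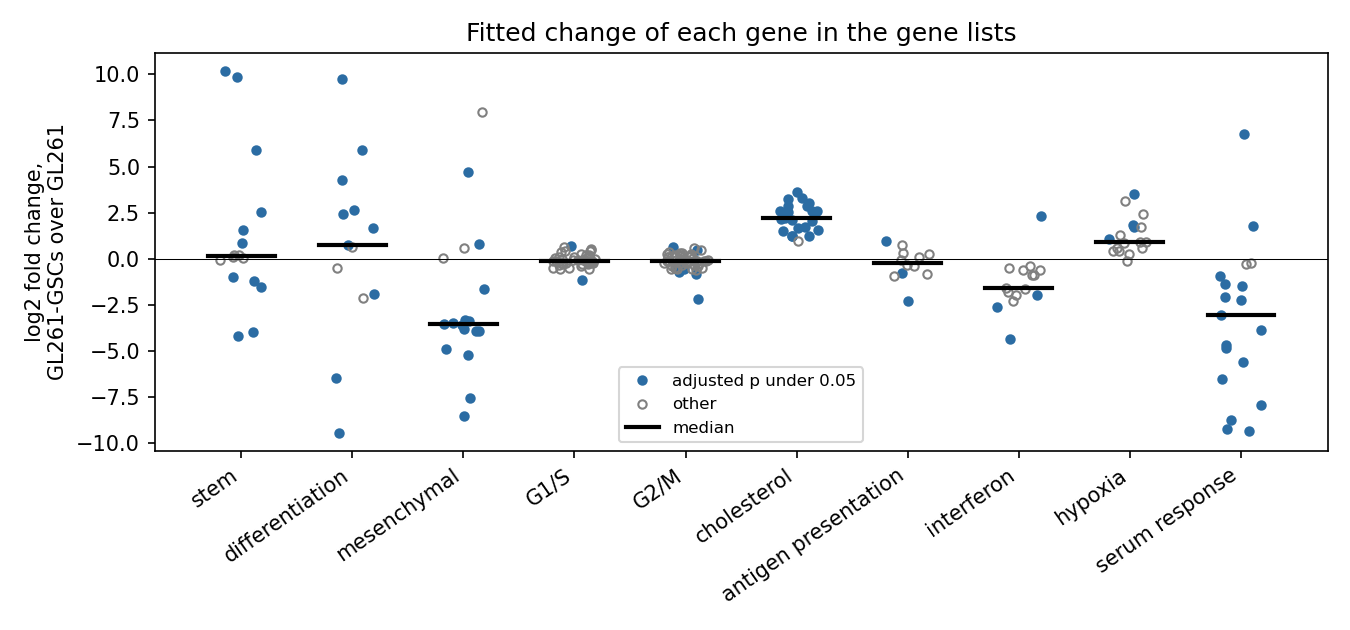
Fitted log2 fold change, GL261-GSCs over GL261, of each tested gene in the 10 lists fixed in advance; filled points have an adjusted p under 0.05 (edgeR), open points do not, and black lines are medians. The medians of the mesenchymal, serum response and cholesterol lists were -3.54, -3.07 and 2.19.

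Genes of the cell cycle took like shares of UMIs in both groups. The G1/S list held 0.311% ± 0.0552 (SD, n = 4) of UMIs in GL261-GSCs and 0.298% ± 0.00901 (SD, n = 2) in GL261 (exact permutation p = 0.80). The G2/M list held 0.791% ± 0.0759 (SD, n = 4) and 0.790% ± 0.0637 (SD, n = 2), with an exact permutation p of 1. The sign of the G1/S difference changed without GL261-GSCs replicate 2, to -0.00343 percentage points. That of the G2/M difference changed to -0.0441 percentage points without GL261 replicate 1, to -0.0266 without GL261-GSCs replicate 2, to -0.0103 without GL261-GSCs replicate 3 and to -0.00429 with every barcode of at least 1000 UMIs. In barcodes with at least 100 and under 1000 UMIs the lists held 0.202% to 0.338% and 0.645% to 0.881%, close to the shares in cells. Neither list passed camera, with adjusted p of 0.552 for G1/S and 0.310 for G2/M, and the signs of their median log2 fold changes, -0.13 and -0.11, were not stable. Under library size scaling the medians were 0.0101 and 0.0370. That of G1/S was also 0.0168 without GL261-GSCs replicate 4 and 0.0787 with the replicate number as a block, and that of G2/M 0.0179 without GL261 replicate 2. Called genes numbered 2 of 43 in G1/S and 7 of 54 in G2/M, and 0 and 3 adjusted over the list alone. Among them, Rrm2 fell by 1.16 on the log2 scale (SE 0.23, adjusted p = 0.0106, edgeR), and Anln fell by 2.18 (SE 0.12, adjusted p = 0.000103, edgeR). The Rrm2 call was lost without either GL261 library, at adjusted p of 0.0545 and 0.103, while the alternatives with all libraries gave 8.84e-05 to 0.0222.

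Among genes that differ by sex, Xist had 36 UMIs in GL261 and 37 in GL261-GSCs and did not differ (adjusted p = 0.297, edgeR), at 0.149 ± 0.0550 CPM (SD, n = 4) in GL261-GSCs and 0.273 ± 0.222 CPM (SD, n = 2) in GL261. Its log2 fold change of -0.90 (SE 0.60) was 0.33 without GL261 replicate 1. Ddx3y had 0 UMIs in all 6 libraries, below a floor of 0.0235 CPM in GL261 and 0.0118 CPM in GL261-GSCs.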

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

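The tests in this part were chosen after the values were seen. Of 48 values over the 4 GL261-GSCs libraries, 5 had a library far from the other 3, where chance gives about 2.4, since about 1 in 20 such groups shows one. The labels give no group that sets one GL261-GSCs library apart, so no explanation from the groups of the study was tested. For Sox2, the dosage of its chromosome was.

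Sox2 was set apart by GL261-GSCs replicate 1 in 2 related measures. It was at 81.7 CPM there and at 131 to 141 CPM in the other libraries, and was seen in 14.4% of thinned cells there and in 22.6% to 23.7% in the others. These shares compare cells at equal depth, and replicate 1 was not the shallower library, with 1.29 times the highest median UMIs per cell of the other 3, which argues against lower depth as the cause. Free RNA is argued against too, since it would give at most 1.44% of cells, less than the gap of 8.22 points. Sox2 lies on chromosome 3, and the 416 genes of that chromosome had a median log2 ratio of -0.39 in replicate 1 against the mean of the other 3 libraries, with 88.5% of them lower. Sox2 had -0.74, and 16.8% of the chromosome 3 genes were lower still. A lower dosage of chromosome 3 in this library may therefore account for part of the Sox2 value. DNA was not analysed here, and a regulatory difference stays open.

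Prom1 and Gfap were each seen in 1 of 4264 thinned cells of GL261-GSCs replicate 1, a share of 0.0235%, and in 0 cells of the other 3 libraries. Without thinning, replicate 1 was not alone. Gfap was then in 1, 0, 0 and 2 cells of GL261-GSCs replicates 1 to 4, and Prom1 in 4, 0, 3 and 1 cells. Counting error stays open for these thinned counts, as the bounds cannot decide. At these library sizes the lower exact bound for 1 cell, here 0.000594%, always lies below the share that 0 cells allow. That limit, set as the share of 3 cells, was 0.0412% in the largest of the other libraries.

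Genes per thinned cell had a median of 1217 in GL261-GSCs replicate 3 and of 1253 to 1260 in the other 3. A few abundant genes taking the counts is argued against by their share: the 10 most abundant genes held 6.93% of UMIs in replicate 3, inside the range of 6.51% to 7.43% in the others. What set this library apart was not found.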

How the results depend on the processing

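Of the tests in this part, the subtraction of free RNA was chosen only after the results were seen. Of 21 alternatives to the count of differing genes, 18 stayed within 1.5 times the count of 5514. Thinning to 2000 UMIs and equal cells gave 3581 genes, 2558 of them at least 2-fold, with fewer genes tested (13897). Leaving out 1 library gave 1817 to 6193 genes, and 1747 to 4375 at least 2-fold. Both GL261 libraries decided the lower end: 1972 genes without replicate 1 and 1817 without replicate 2, where 1 GL261 library remained, against 4063 to 6193 without a GL261-GSCs library. Testing against a 2-fold change in place of filtering on it gave 1988 genes. Subtracting free RNA gave 5450. Removal of doublets tests nothing here, as scrublet marked at most 2 cells per library.

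The replicate numbers did not pair the libraries: same-numbered libraries correlated at -0.00712 and 0.0705 in their deviations from the group means. A fit with the replicate number as a block called 6512 genes, 4122 at least 2-fold. Under it the differentiation list lost its call, at a median of 0.75, and the interferon list gained one, at -0.60. These values thus differ from the main fit in the GL261-GSCs libraries they rest on. Other causes were not tested.

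Of 230 results for the gene lists, 206 kept their direction and their side of the threshold, and 6 changed direction, all of lists that were not called. The G1/S median was 0.0101 under library size scaling, 0.0787 under the replicate block and -0.19 to 0.0168 over the libraries left out, turning without GL261-GSCs replicate 4. The G2/M median was 0.0370 under library size scaling and -0.25 to 0.0179 over the libraries left out, turning without GL261 replicate 2. That of the antigen presentation list was -0.46 to 0.10, turning without GL261 replicate 1. The differentiation list lost its call with a median of 0.89 under library size scaling, 0.73 under limma-voom, 0.72 with all barcodes and 0.74 under an estimated correlation, which also removed the call of the cholesterol list (2.19). The interferon and hypoxia lists passed with medians of -1.23 and 0.87 with no filter on low counts and -1.36 and 0.62 under limma-voom. The stem list passed under fry at 0.13. The causes were not tested. Leaving out 1 library gave medians of 0.69 to 1.22 for the differentiation list, -2.13 to -0.32 for the interferon list and 0.56 to 1.16 for the hypoxia list. The differentiation call was lost without GL261-GSCs replicate 3. The differentiation median was then 0.77. The interferon list was called without GL261 replicate 2 (-1.96) and without GL261-GSCs replicate 1 (-2.13). The hypoxia list was called without GL261 replicate 2 (1.03), GL261-GSCs replicate 1 (1.15) or GL261-GSCs replicate 2 (1.16). The mesenchymal and serum response lists passed in every alternative run, with medians of -3.83 to -3.40 and of -3.44 to -2.37. The stem list had 7 to 11 called genes over the libraries left out, the lowest without GL261 replicate 2. Its count and that of the differentiation list were within 1.5 times in all other alternatives.

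For the named genes, 692 results held and 19 lost the call with the same direction. The 1 that gained it was Mki67 under the replicate block, whose group difference rested on replicates 1 and 2. Xist, not called, ranged from -1.54 to 0.33 over the libraries left out and turned without GL261 replicate 1. The causes were not tested.

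Among single values, where no p could pass 0.05, 35 of 36 differences in library measures kept their sign. The difference in cells ranged from -23 to 981 over the libraries left out, the lowest without GL261-GSCs replicate 3. Of 88 differences in marker shares, 83 kept their sign. The other 5 were all of Prom1, seen in too few cells to give a direction: 0.00554 percentage points at 1000 UMIs, 0.00891 unthinned, 0.00129 with a minimum of 1000 UMIs, where thinning still left out barcodes under 2000 UMIs, 0.00468 without a mitochondrial filter, and -0.0141 to 0.00586 over the libraries left out. The cell cycle shares differed by less than their spread, and their sign moved: the G2/M difference was -0.00429 points with every barcode of at least 1000 UMIs and -0.0441 to 0.0460 over the libraries left out, and the G1/S difference -0.00343 to 0.0382. The causes were not tested. Neighbours of the same group averaged 99.95% to 99.96% in the 3 alternatives. Prom1, with 3 UMIs in GL261 and 8 in GL261-GSCs, is limited by depth.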

Other observations

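The tests of random gene placement, of the list of oligodendrocyte precursor genes and free RNA for Olig2, of free RNA behind the trace in GL261 replicate 1 and of genes chosen on that library, of the clusters by group and of the splits of the libraries were chosen after the results were seen; the others in this part were written down before their values were computed.

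Genes of whole chromosomes moved together. Among 8784 protein-coding genes of at least 10 CPM, the 232 genes of chromosome 18 had a median log2 ratio of -0.66 in GL261-GSCs against GL261, with 16.8% of them higher. The largest median of any chromosome between the 2 GL261 libraries was 0.07. Between GL261-GSCs libraries, the 416 genes of chromosome 3 had a median of 0.47 in replicate 2 against replicate 1, with 93.3% of them higher, and medians of 0.39 and 0.32 in replicates 3 and 4 against replicate 1. On chromosome 5 replicate 4 lay at -0.60 against replicate 1, and on chromosome 18 replicate 3 lay at 0.39 against replicate 2. In single cells thinned to 2000 UMIs, chromosome 3 held a median of 2.65% of UMIs in GL261-GSCs replicate 1 and 3.90% in replicate 2, where 95.6% of cells lay above the median of replicate 1. On simulated values for 8784 genes, a shift of 0.40 on 1 chromosome was recovered as 0.37, with at most 0.07 elsewhere.

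For chromosome 3 in replicate 2 against replicate 1, the median was 0.45 once a trend on GC content and length was removed and 0.47 once free RNA was subtracted, which argues against both as the whole cause. Random placement of the genes gave at most 0.0835 in 1000 draws. For chromosome 18 the same values were -0.73, -0.67 and 0.22. The genes of each chromosome were split into a first and a second part along its length, which moved alike, the smaller median being 0.46 for chromosome 3 and -0.66 for chromosome 18. A gain or loss of the whole chromosome, in part of or all cells of a culture, may therefore underlie these shifts. Random placement does not allow for neighbouring genes that are regulated together, and no DNA was analysed here. If cultures differ in chromosome number, part of the differences between GL261-GSCs and GL261 could come from dosage and not from the medium, which these libraries cannot separate.

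GL261-GSCs expressed genes of oligodendrocyte precursors. In a list of 20 such genes, 19 were tested, 17 were higher and the median log2 fold change was 3.82, at percentile 100 of 10000 random lists matched on expression, with an adjusted p of 7.34e-10 over 4 lists (camera in limma) and of 0.00170 (fry in limma). Of its genes, 3 are also in the lists fixed in advance, Olig2 in the stem list and Pdgfra and Cspg4 in the differentiation list. The rise of Pdgfra thus counts toward both the differentiation and the precursor list. Olig1 rose from 0.660 to 739 CPM and Pdgfra from 6.40 to 124 CPM, while Sox10 stayed at 344 and 343 CPM. The mature oligodendrocyte list, with 4 genes in the earlier lists, was also higher, with 10 of 12 tested genes higher, a median of 3.49, percentile 100 and an adjusted p of 1.50e-05 (camera in limma), though Mbp fell from 190 to 49.5 CPM and Mal from 44.4 to 2.54 CPM. The astrocyte and neuron lists, with 5 such genes each, did not pass, at adjusted p of 0.998 and 0.161 (camera in limma). The astrocyte list had a median of 0.84, at percentile 98, and a mean of -0.28. The neuron list had a median of 2.43, at percentile 99.96, with an adjusted p of 0.0638 (fry in limma), so a high percentile does not set the precursor list apart. None of these 4 lists was run under an estimated inter-gene correlation, which removed the camera calls of the cholesterol and differentiation lists. A minority of cells of another type is argued against, since at least 85.3% of thinned cells in each GL261-GSCs library held UMIs of 2 or more of the precursor genes, against 31.9% and 32.3% in GL261. As some of these genes are as high in GL261, the count was repeated with the 14 genes under 10 CPM there: with the share expected from free RNA taken off, at least 59.9% of cells in each GL261-GSCs library held 2 or more. Free RNA as the whole cause is argued against. In thinned cells it would give at most 17.7% of the observed share with Olig2. It would give at most 12.1% of that with 2 or more of the precursor genes. Its part was larger without thinning. It would then give Olig2 in 24.1%, 16.9%, 38.1% and 35.1% of cells of GL261-GSCs replicates 1 to 4. The observed shares were 94.2%, 92.9%, 96.7% and 89.6%. A precursor-like expression state of the GL261-GSCs cultures is consistent with these values as a hypothesis, found and tested on the same libraries. Culture medium, selection of a subclone and time in culture stay open.

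A trace of GL261-GSCs transcripts appeared in GL261 replicate 1. Over 14 genes at 50 CPM or more in GL261-GSCs and with at most 2 UMIs in GL261 replicate 2, replicate 1 held 200 UMIs and replicate 2 held 9. That choice favours replicate 1. Chosen in the same way on replicate 1, 8 genes held 6 UMIs in replicate 1 and 6 in replicate 2. The 200 UMIs were 0.0957% of the GL261-GSCs level. A few GL261-GSCs cells as deep as the usual cell of this library are argued against. Of these UMIs, 0% were in cells with 10 or more, and the highest in a cell was 8. A GL261-GSCs cell at the median depth of GL261 replicate 1 would hold about 45.5. A shallower one would hold fewer, so the cut at 10 does not exclude shallow GL261-GSCs cells. Of the UMIs, 91.0% were in cells with 1 or 2, as free RNA or reads assigned to the wrong library would give. Yet the cells held 25.3 times the 7.91 UMIs expected from free RNA in the library. A read assigned to the wrong library keeps its barcode, but 3.50% of the UMIs were at barcodes of GL261-GSCs cells, close to the 3.41% of the cells that had such a barcode. These values argue against both. Weak expression of these genes in some GL261 cells was not tested and stays open.

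Some clusters were led by predicted genes. They held 9.69% and 7.32% of cells in GL261 replicates 1 and 2, and 0.610%, 0.962%, 1.48% and 10.0% in GL261-GSCs replicates 1 to 4. Doublets are argued against, as the cells held at most 0.330 times the median UMIs of the rest of their library in GL261 and at most 0.329 times in GL261-GSCs replicates 3 and 4. They were thus shallow. GL261-GSCs replicates 1 and 2 had 26 and 41 such cells, too few to compare. In GL261-GSCs replicates 3 and 4 the mitochondrial share was at most 0.457 times that of the other cells, with lower ribosomal protein and higher Malat1 shares, as nuclei may give. In GL261 the mitochondrial share reached 6.11 times that of the other cells, which argues against nuclei there. Shallow cells with a high mitochondrial share, as in the GL261 cluster, were not rare in GL261-GSCs. A cluster with 18.1% and 11.8% of the cells of GL261-GSCs replicates 1 and 2, and another with 26.3% and 35.1% of those of replicates 3 and 4, had 0.403 to 0.458 times the UMIs, 4.18 to 4.76 times the mitochondrial share and 0.265 to 0.334 times the ribosomal protein share of the other cells. The likeness was partial. Their Malat1 share was 2.24 to 3.37 times that of the other cells, against 8.15 and 7.58 times in the GL261 cluster. The leading genes of the clusters also differed. Whether these droplets were damaged cells was not tested.

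Of the 15 splits of the 6 libraries into 2 and 4, 1, the real one, gave as many differing genes as 5514. The next largest gave 68, with GL261-GSCs replicates 3 and 4 against the rest, and 13 splits gave 0 (edgeR). As 15 splits can give no share under 1 of 15, which is over 0.05, this count could not exclude chance whatever it gave.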
